A study of Homo sapiens with 18 samples.

How the data were processed

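Gene expression was measured by RNA sequencing in NIKS cells, an established line of normal immortalized human keratinocytes that is grown on a layer of irradiated mouse fibroblasts. The 18 libraries fall into 6 groups of 3 biological replicates. Each group is a genotype of SP100 (wild type, WT, or knockout, KO) at a time in human interferon alpha 2a at 25 ng/mL (0, 12 or 48 h), where 0 h is untreated. Stranded mRNA libraries were made from total RNA, per the labels' protocols. Column names of the deposited table give 1 cell line per genotype, so the genotype and any other difference between the lines cannot be separated. No untreated library was analysed at 12 or 48 h, so time in interferon and time in culture are likewise not separated.

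The authors deposited 1 table of RPKM values (reads per kilobase of gene, scaled to the library's total), with 16472 Ensembl gene IDs and 18 columns, rounded to 2 decimals. Neither the labels nor the file headers state the aligner, the counting method, the genome build, the annotation, the gene filter, or which reads made up the total. The smallest maximum of any gene was 0.34 RPKM, and every gene was above 0 in at least 2 libraries. Symbols came from a table of gene IDs, which named 14576 of the IDs and 12401 of the 13280 genes tested. Because the build is not stated, no coordinates are given. Chromosomes were assigned by gene ID from GENCODE release 29, which covered 96.8% of the genes tested.

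RPKM values are not counts, so no count model was fitted. Values were transformed to log2(RPKM + 1), and genes with an RPKM of at least 1 in at least 3 libraries were tested. All 18 libraries entered a cell-means model in limma 3.58.1 under R 4.3.3, with moderated variances that follow a mean trend. P-values were adjusted by Benjamini-Hochberg over all genes tested, separately for each comparison, with a threshold of 0.05. Every fold change is on the log2(RPKM + 1) scale, which understates the change of low genes. The 11 comparisons were interferon against untreated and 48 h against 12 h in each genotype, KO against WT at each time, and the genotype by interferon interaction at 12 and 48 h. A second count required a change of at least 2-fold on that scale.

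The total number of reads per library is unknown. Relative depth was recovered from low values, since the value of a single read in a gene is inversely proportional to depth. It used 615 genes, and 91.5% of library pairs lay within 3% of the fitted depths. Depth ranged from 0.854 to 1.273 relative to the mean, a 1.49-fold range, so no counting interval or detection floor was computed.

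Gene lists were fixed in advance for classical interferon-stimulated genes (40 genes), PML nuclear body and HIRA chaperone genes (16), SP100 family genes (3), keratinocyte differentiation (16), basal keratinocytes (12), proliferation (20) and fibroblasts (18). Each list was tested with camera, at its preset correlation between genes, in the KO against WT and interaction comparisons. P-values were adjusted over all 35 tests, and fry and camera with an estimated correlation were run beside it. The interferon score of a library is its mean log2(RPKM + 1) over the interferon list. It was compared by two-sided exact permutation, which for 3 against 3 libraries cannot go below a p-value of 0.1. Interactions of the score permuted genotype within time over 400 assignments.

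The genes named were chosen by a rule. SP100 and list members past the threshold were always eligible, except that some list members are not reported here. For interferon, the 5 genes with the largest change at 12 h in WT were taken among called genes whose groups did not overlap. For KO against WT, 5 higher and 5 lower genes were taken by their smallest change over the 3 times, among genes called in the same direction at all 3. For the interactions, the 5 largest at each time were taken. The design, the tests, the lists, this rule and the alternatives were set before the data were examined.

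The alternatives were a pseudocount of 0.1, no filter on low values, a mean RPKM of at least 5, median-of-ratios scaling, a fit on the libraries of the comparison alone, variances without a trend, the replicate number as a block, and the omission of each library in turn.

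The model was tested on simulated data with 100 genes changed by 0.5 and 100 by 1 on the log2 scale among 13280. For KO against WT at 0 h it recovered 72% and 93% of them, and 5.2% of its calls were false. For the interaction at 12 h it recovered 55% and 84%, with 6.7% false. Among 100 random lists in simulated data, 2 had a camera p-value under 0.05. A comparison of chromosome medians between genotypes was also tested on 10 simulated sets with a shift of 0.1 on a single chromosome. An earlier form, which set each chromosome against all other genes, gave calls on unshifted chromosomes and was replaced by one that uses the median of the other chromosomes' medians. That change was made after the comparison had been seen on the real data, where chromosome 7 passed under both forms. The form used called the shifted chromosome in all 10 sets, with a mean shift of 0.101, and called 0 other chromosomes. The simulated genes varied independently and had no other difference between the genotypes. The simulation therefore does not show how often 2 real lines would give calls. Computations in Python 3.11.15 used numpy 2.4.6 and pandas 2.3.3, and figures used matplotlib 3.10.9.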

Results

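RNA was sequenced from WT and SP100 knockout NIKS keratinocytes that were left untreated or kept in interferon alpha 2a, a type I interferon, for 12 or 48 h, with 3 replicates in each of the 6 groups. Values are RPKM, and their errors are SD with n = 3 unless stated. Relative depth averaged 1.01 ± 0.134 in untreated WT, 0.942 ± 0.085 in WT at 12 h and 1.05 ± 0.125 in WT at 48 h. It averaged 1.06 ± 0.188 in untreated KO, 1.03 ± 0.078 in KO at 12 h and 0.946 ± 0.106 in KO at 48 h. Replicates within a group had a Pearson correlation of 0.987 to 0.993 across genes, and 0.16% to 0.35% of the compared genes had the same value in both libraries of a pair. The leading principal component carried 44% of the variance, followed by components with 12.9% and 7.8%. The labels give no batch, and each genotype is represented by 1 line.

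SP100, the targeted gene (ENSG00000067066, chromosome 2), was examined first in every library. In untreated WT cells it was at 30.1, 31.9 and 27.9 RPKM, and in untreated KO cells at 16.0, 14.2 and 15.2 RPKM. At 12 h the WT libraries held 155.5, 172.1 and 150.8 RPKM and the KO libraries 93.2, 86.5 and 87.5 RPKM. At 48 h the WT values were 127.1, 123.7 and 131.2 RPKM against 59.5, 57.4 and 62.4 RPKM in KO. SP100 was therefore lower in all KO libraries than in all WT libraries of the same time, at 50.5%, 55.9% and 46.9% of the WT mean at 0, 12 and 48 h. The log2 change was -0.94 at 0 h, -0.83 at 12 h and -1.08 at 48 h, each with an SE of 0.059 (limma, adjusted p of 4.92e-08, 3.61e-07 and 1.47e-08). The alternative that moved the value at 0 h most was the omission of WT replicate 3, which gave -0.99. SP100 has neighbouring relatives with similar sequence, and how reads shared with them were counted is not stated.

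**Figure D1:**
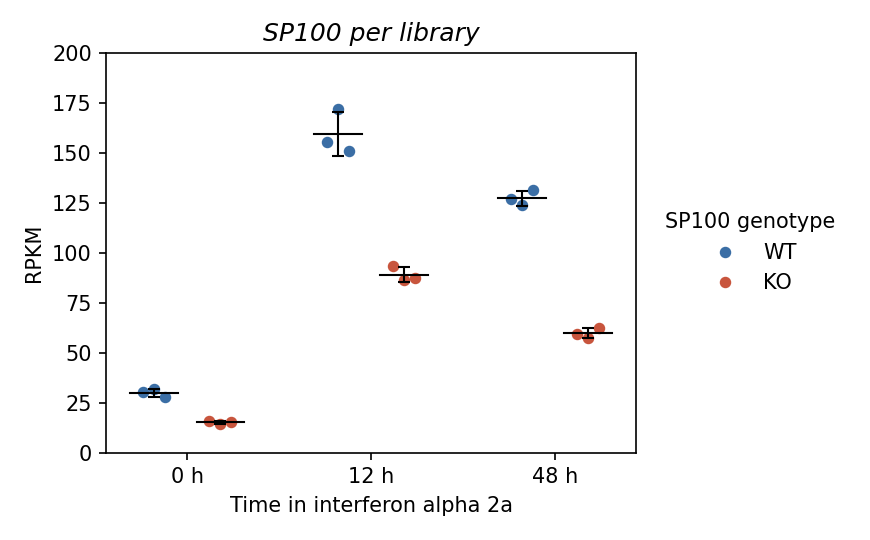
SP100 in RPKM (vertical axis) in each library by time in interferon (horizontal axis) for WT and KO; points are libraries, and bars are the mean and SD of 3. KO libraries lie below the WT libraries at each time, with means of 15.1 against 30.0 RPKM at 0 h.

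The response to interferon was compared within each genotype. In WT, 5964 of 13280 genes passed the adjusted threshold at 12 h (2005 higher and 3959 lower) and 1702 at 48 h (866 higher and 836 lower). In KO, 6485 genes passed at 12 h (2123 higher and 4362 lower) and 1770 at 48 h (784 higher and 986 lower). Of these 4 counts, that at 48 h in KO moved most in proportion, to 945 genes in a fit on the 6 libraries of the comparison alone. Leaving out KO replicate 1 at 0 h gave 1159 genes in that comparison. The direction of the small changes at 12 h depended on scaling. Median-of-ratios scaling removed a shift of -0.096 in WT and -0.108 in KO on the log2 scale and gave 2892 higher and 2717 lower genes in WT, and 3153 higher and 3040 lower in KO. The share of higher calls at 12 h thus went from 33.6% to 51.6% in WT and from 32.7% to 50.9% in KO. At 48 h in KO this scaling gave 856 higher and 828 lower genes, and the share of higher calls went from 44.3% to 50.8%. With a change of at least 2-fold, 218 genes were higher and 122 lower at 12 h in WT, and 233 higher and 154 lower in KO. At 48 h these counts were 138 and 19 in WT and 132 and 11 in KO.

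From 12 to 48 h, 3267 genes rose and 1505 fell in WT, and 3678 rose and 1860 fell in KO. The share of higher calls in this comparison was 68.5% in WT and 66.4% in KO, and 46.9% and 47.5% with median-of-ratios scaling. Across genes, which are not independent replicates, the 12 h changes in WT and KO had a Pearson r of 0.895 and a Spearman rho of 0.828. Of the genes called at 12 h in WT, 5018 (84.1%) were called in the same direction in KO. At 48 h r was 0.8 and rho 0.553, and 1048 genes (61.6%) were shared. The 12 and 48 h changes within a genotype share their untreated libraries, which alone gives an r of 0.51 in WT and 0.5 in KO in simulation, against 0.77 and 0.75 observed.

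The 5 genes with the largest change at 12 h in WT were IFI27, MX1, IFI6, CXCL11 and MX2, all with untreated levels under 2 RPKM, so that their log2 changes depend on the pseudocount. IFI27 rose from 1.75 ± 0.927 to 1190 ± 50.8 RPKM at 12 h and 2780 ± 162 RPKM at 48 h in WT, log2 changes of 8.81 and 10.03, and by 9.26 and 10.52 in KO. MX1 rose by 8.79 at 12 h and 8.09 at 48 h in WT, and by 9.37 and 8.63 in KO. IFI6 rose by 8.04 and 8.94 in WT and by 8.12 and 8.99 in KO. CXCL11 rose by 7.97 at 12 h and by 3.58 at 48 h in WT, and by 8.20 and 3.97 in KO. MX2, at a mean of 0.00667 RPKM in untreated WT, reached 231 ± 7.38 RPKM at 12 h in WT and 225 ± 1.34 RPKM in KO.

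Of the 40 listed interferon-stimulated genes, 39 were tested, and all 39 were higher after interferon at both times in both genotypes, over all genes tested and adjusted over the list alone. The interferon score was 2.29 ± 0.056 in untreated WT, 7.15 ± 0.006 at 12 h and 6.81 ± 0.022 at 48 h. In KO it was 1.98 ± 0.013 untreated, 7.13 ± 0.011 at 12 h and 6.68 ± 0.017 at 48 h. The score differed between every pair of these groups compared with an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. A pseudocount of 0.1 moved the changes against untreated cells most, from 4.865 to 5.60 for WT at 12 h. Median-of-ratios scaling moved those from 12 to 48 h most, from -0.34 to -0.43 in WT and from -0.45 to -0.54 in KO.

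**Figure D2:**
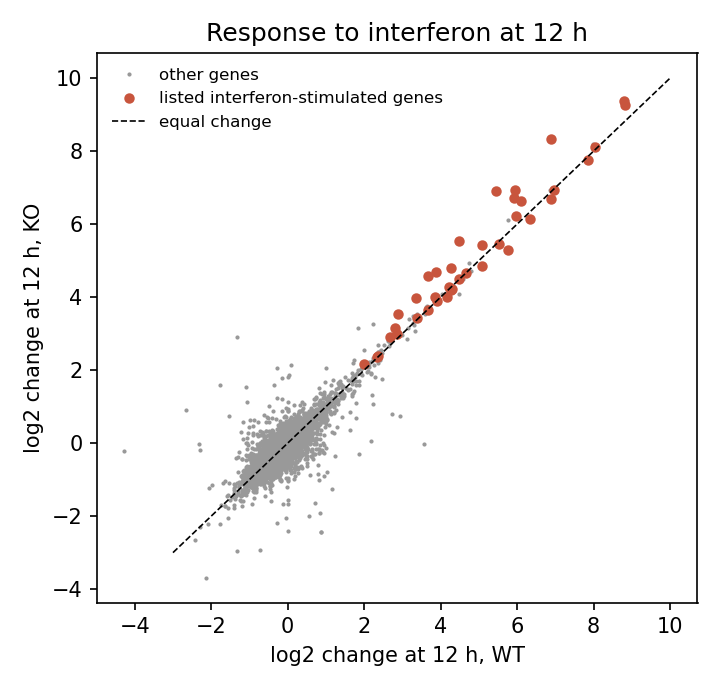
Change at 12 h of interferon on the log2(RPKM + 1) scale in WT (horizontal axis) and KO (vertical axis) for the 13280 genes tested, with the listed interferon-stimulated genes in red and a dashed line of equal change. The listed genes lie at 1.98 or more in WT and 2.16 or more in KO.

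The effect of the knockout was compared at each time. KO and WT differed in 650 genes at 0 h (375 higher and 275 lower in KO), 481 at 12 h (213 higher and 268 lower) and 556 at 48 h (269 higher and 287 lower). The alternative that moved these counts most was a fit on the 6 libraries of the comparison alone, with 306, 213 and 250 genes. Leaving out WT replicate 2 at 0 h gave 390 genes, and leaving out WT replicate 1 at 12 h gave 311. With median-of-ratios scaling, 276 genes were higher and 313 lower at 0 h, a share of higher calls of 46.9% against 57.7%. At least 2-fold changes were seen in 50, 32 and 44 genes. In total 1037 genes were called at any time and 0 in opposite directions at different times. The same direction was called at all 3 times for 224 genes, 107 higher and 117 lower, where independent calls would give 0.24. Of these, 5 higher and 14 lower genes changed at least 2-fold at every time.

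Among genes higher in KO at all 3 times, FUCA2 (ENSG00000001036, chromosome 6) had the largest change, from 1.05 ± 0.13 RPKM in untreated WT to 28.3 ± 1.05 RPKM in untreated KO. Its log2 changes were 3.84, 3.55 and 3.86 at 0, 12 and 48 h, with an SE of 0.0887 and adjusted limma p of 1.45e-13, 4.96e-13 and 1.34e-13. NALF2 was higher by 2.61, 3.04 and 3.25, SLCO1B3 by 1.57, 1.41 and 1.51, ARMCX1 by 1.25, 1.38 and 1.42, and THBD by 1.22, 1.06 and 1.31. The largest lower gene was PODXL2 (ENSG00000114631, chromosome 3), from 7.83 ± 0.115 to 0.847 ± 0.112 RPKM in untreated cells, with log2 changes of -2.26, -2.27 and -2.25 (SE 0.103, adjusted p of 1.55e-09, 1.45e-09 and 1.65e-09). TSTD1 changed by -1.74, -1.75 and -1.87, C3orf14 by -1.94, -1.72 and -1.84, and HACD4 by -1.85, -1.68 and -1.72. CSAG1 changed by -1.84, -1.61 and -1.81 and was listed at 0 in all 3 KO libraries at 48 h. It belongs to a family of near-identical copies, so its reads are uncertain.

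Among the listed interferon-stimulated genes, 15 were lower and 2 higher in untreated KO cells (22 adjusted over the list alone). At 12 h 3 were lower and 2 higher (9 adjusted over the list alone), and at 48 h 8 were lower and 2 higher (18). The genes lower at 0 h were IFIT1, IFIT2, IFIT3, ISG15, OASL, IFI6, IFI44, IFITM1, IFITM2, IFITM3, IRF9, RIGI, DHX58, HERC5 and DDX60, of which the IFIT and IFITM genes have close relatives. Those higher were OAS2, by 0.63, and USP18, by 0.32. At 12 and 48 h the 2 higher genes were MX1, by 0.48 and 0.44, and IRF7, by 0.86 and 0.63. The score differed between KO and WT by -0.31 at 0 h, -0.02 at 12 h and -0.13 at 48 h, each with an exact permutation p of 0.1, the smallest possible. The medians over the 39 genes were -0.034, -0.019 and -0.154. With median-of-ratios scaling the score differences were -0.32, -0.03 and -0.14. The camera test of the list, at its preset correlation, gave adjusted p of 2.37e-10 at 0 h, 0.307 at 12 h and 8.47e-08 at 48 h. With an estimated correlation the camera adjusted p were weaker, at 0.0134, 0.597 and 0.0283.

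Of the 16 PML nuclear body and HIRA chaperone genes, 0 were called at 0 or 12 h (2 and 1 at an unadjusted p under 0.05). HIRA was at 15.1 ± 2.05 RPKM in untreated WT and 14.8 ± 1.21 RPKM in untreated KO, and PML at 28.9 ± 0.467 and 24.9 ± 0.687 RPKM. Among the SP100 family, SP110 was lower in KO at 48 h by a log2 change of -0.30, and 2 of the 3 genes were tested. In the differentiation list, with 12 of 16 genes tested, SPRR1A was lower at 0 h (-0.85) and KRTDAP higher at 48 h (0.70). In the basal list COL17A1 was lower at 0 h (-0.20) and 48 h (-0.17), and LAMB3 at 0 h (-0.37). In the proliferation list, CCNA2 (0.14) and BUB1 (0.19) were higher at 0 h and TYMS lower at 48 h (-0.13). In the fibroblast list 4 of 18 genes were tested, and VIM was lower at all 3 times (-0.59, -0.46 and -0.57). The feeder layer consists of mouse fibroblasts, and how mouse reads were treated is not stated. Adjusted over the list alone, the counts at 0, 12 and 48 h were 0, 0 and 1 for the SP100 family and 1, 0 and 1 for differentiation, and those at 0 and 12 h were 0 and 0 for the PML and HIRA list. They were 6, 1 and 1 for the basal list, 2, 0 and 1 for proliferation and 1, 1 and 1 for fibroblasts.

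Over the 35 list tests, 12 passed the adjusted threshold with camera. Of these 7 also passed with fry, 3 with an estimated correlation and 3 with both, namely the interferon list at 0 h, at 48 h and in the 12 h interaction. For the basal list the camera adjusted p was 2.42e-05 at 0 h and 0.0452 at 48 h, and for the fibroblast list 0.0105 at 0 h. In the interactions it was 0.00161 at 12 h and 0.0247 at 48 h for the basal list. At 48 h it was 0.0247 for differentiation, 0.0452 for the SP100 family and 0.0452 for proliferation. The smallest camera adjusted p of the PML and HIRA list was 0.183. With median-of-ratios scaling the mean of that list in the 12 h interaction changed sign, from -0.007 to 0.004, and no other list mean did.

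Whether the response to interferon differed between genotypes was tested with the interaction. At 12 h 10 genes passed the threshold (764 had an unadjusted p under 0.05). All had a higher signed change in KO, which for IGF2 was a smaller fall. At 48 h 11 passed, 9 with a higher and 2 with a lower change in KO, OAS2 (-0.56) and USP18 (-0.38). The 2 interactions share their untreated libraries; their correlation across genes was 0.54, against 0.5 in simulation, and 7 genes were called at both times. A fit on the 12 libraries of the interaction alone gave 6 and 3 genes. Leaving out KO replicate 1 at 0 h gave 6 genes at 12 h, and leaving out WT replicate 2 at 48 h gave 7 at 48 h. Among 100 splits of the 12 libraries, the real one included, 6 gave as many genes at 12 h and 5 at 48 h.

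The largest interaction at 12 h was that of IFI44, at 1.47 with an SE of 0.155 (adjusted limma p 0.000305). It was followed by IFIT1 at 1.45 (0.112, adjusted p 1.34e-05), OASL at 1.06 (0.091, adjusted p 2.81e-05) and ISG15 at 1.01 (0.167, adjusted p 0.0361). IGF2 had an interaction of 0.89 (0.153, adjusted limma p 0.0458). It overlaps another annotated gene and was at 3.43 ± 0.232 RPKM in untreated WT and 0.36 ± 0.082 in untreated KO. Its log2 change at 12 h was -1.06 in WT and -0.17 in KO, and only the fall in WT was called. The low untreated level in KO left little room for a fall on this scale. At 48 h the largest were IFI44 at 1.30 (adjusted p 0.00118), ISG15 at 1.18 (0.00579), IFIT1 at 1.13 (0.000215), OASL at 1.01 (0.00012) and DDX60 at 0.94 (0.0174). The ISG15 call at 12 h was lost in 12 of the alternative fits and the IGF2 call in 15, with an adjusted limma p of 0.00193 to 0.753 for IGF2 over its alternatives. DDX60 lost its call in 8 fits. Of the other genes called at 12 h, IFIT2, IFIT3, HERC5 and MX1 are in the interferon list; INHBA is not, and is named after its values were seen.

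For IFI44, IFIT1, OASL, ISG15 and DDX60 the untreated groups did not overlap, and at 12 h none of the 5 was called between genotypes. At 48 h IFIT1 (-0.31) and OASL (-0.25) were called lower in KO. IFIT1 was at 4.32 ± 0.723 RPKM in untreated WT and 0.953 ± 0.231 in untreated KO, and at 627 ± 19.9 and 628 ± 6.53 RPKM at 12 h. ISG15 was at 15.9 ± 2.46 and 5.64 ± 1.16 RPKM untreated, and at 1029 ± 84.6 and 807 ± 27.6 RPKM at 12 h. MX1 differed in this respect, with untreated groups that overlapped (0.317 ± 0.095 and 0.223 ± 0.055 RPKM) and a higher level in KO at 12 h, 808 ± 3.97 against 580 ± 7.18 RPKM. The interaction of the interferon score was 0.285 at 12 h (permutation p 0.1 over 400 assignments) and 0.18 at 48 h (permutation p 0.195). These assignments include ones that exchange the genotypes at a single time, where a genotype difference common to both times enters, so the p is bounded from below and says little about the interaction.

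**Figure D3:**
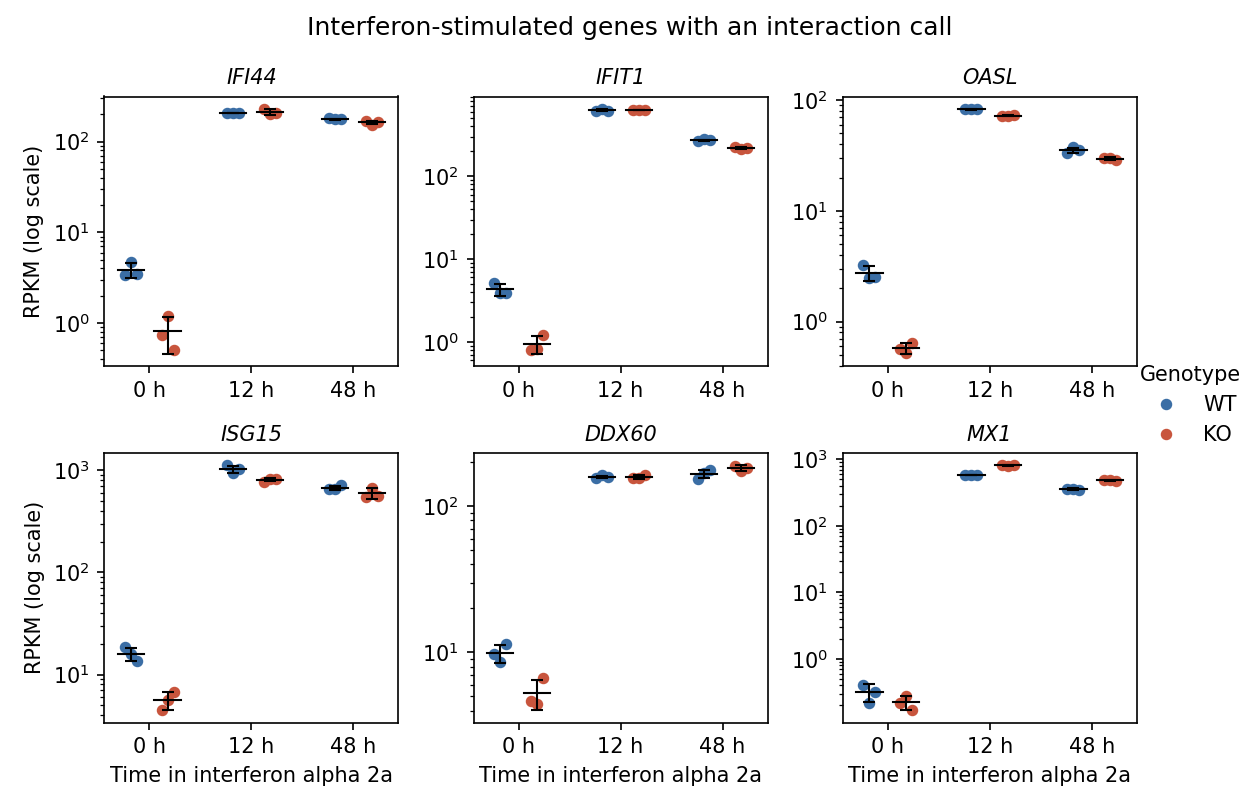
RPKM on a log scale (vertical axis) of 6 interferon-stimulated genes in each library by time in interferon (horizontal axis) for WT and KO; points are libraries, and bars are the mean and SD of 3. Untreated KO libraries lie below untreated WT libraries for IFI44, IFIT1, OASL, ISG15 and DDX60, while MX1 is higher in KO at 12 and 48 h.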

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

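The lower pseudocount and the median-of-ratios scaling used in this part were set in advance as alternative fits. Their use to test an explanation, and every other test of an explanation in this part, was chosen only after the result was seen. The results are differences between WT and KO in the response to interferon, each from a test of the interaction itself.

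At 12 h 10 genes and at 48 h 11 genes passed the threshold for an interaction. The largest at 12 h were IFI44 (1.47 on the log2 scale), IFIT1 (1.45), OASL (1.06), ISG15 (1.01) and IGF2 (0.89). At 48 h they were IFI44 (1.30), ISG15 (1.18), IFIT1 (1.13), OASL (1.01) and DDX60 (0.94). Of these calls, 8 of 10 and 11 of 11 are in the interferon list, whose mean interaction was 0.285 at 12 h and 0.18 at 48 h. The medians were lower, at 0.138 and 0.025, and 13 and 18 of the 39 genes were below 0, so a part of the list carries the means. For most of the genes the difference lies in the untreated libraries. IFI44, IFIT1, OASL, ISG15 and DDX60 were lower in untreated KO by log2 changes of -1.43, -1.44, -1.25, -1.36 and -0.81, and none of them was called between genotypes at 12 h. MX1 was the other way around, with -0.10 and no call at 0 h, and 0.48 and 0.44 at 12 and 48 h.

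The tables argue against several technical explanations. With a pseudocount of 0.1, 8 of the 10 calls at 12 h remained, and with median-of-ratios scaling 8 of the 10 remained. If low expression or depth alone lowered the list in untreated KO cells, random lists of the same untreated level would fall as far. The list mean was -0.31 (median -0.034), the lowest of 10000 random lists was -0.20, and the permutation p was 1e-04, the smallest they can give. An equal drop of all interferon-stimulated genes is also excluded. Among the 13 listed genes at 5 RPKM or more in untreated cells, 5 were lower, 1 was higher and 7 were not called, and the squared deviations of their changes, weighted by their errors, came to 40.4 per degree of freedom, against at most 3.26 in simulation.

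The splits of the libraries leave the interactions less certain. Of 100 splits of the 12 libraries, 6 gave as many genes at 12 h, the real one included, and the highest other split gave 490. At 48 h 5 of 100 gave as many, and the highest other split gave 165. By this count an accidental split is not excluded at either time. The 5 and 4 other splits as large were all ones in which a genotype difference common to both times enters the interaction. Of the 45 splits without it only the real one (1) gave as many genes at either time, a comparison made after the counts were known. All the others of these mix WT and KO libraries within a group. Mixing adds any genotype difference to the spread and lowers the calls, so this comparison cannot exclude an accidental split.

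Among the explanations that stay open is RNA from the feeder layer. The 4 tested fibroblast genes had a median change of -0.089 in untreated KO cells, with COL1A1 at -0.10, SPARC at -0.078, FAP at 0.053 and VIM at -0.59. SPARC and VIM, at 124 and 384 RPKM in untreated WT, moved by different amounts, and VIM is also made by cultured keratinocytes, so 4 of 18 genes cannot decide. With 1 line per genotype, any other difference between the lines cannot be told apart from the loss of SP100. A candidate explanation, untested beyond these values, is that the untreated WT line had a weak interferon-like state that the KO line lacked. OAS2 and USP18, higher in untreated KO, go against that state as the whole of the pattern. A state in which every gene stood at an equal share of its 12 h response is excluded. Over the same 13 genes the untreated difference made up -1.03% to 9.91% of the 12 h response in WT, with 5 genes below 0. The squared deviations of the shares came to 35.3 per degree of freedom, against at most 3.54 in simulation. A state with other proportions between genes stays open.

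IGF2 overlaps a non-coding gene, and its 12 h call was lost with a pseudocount of 0.1 (adjusted limma p 0.753, with a range of 0.00193 to 0.753 over its alternatives). IGF2 was lower in KO at all 3 times. Its interaction reflects a change of -1.06 at 12 h in WT against -0.17 in KO, and not a stronger rise in KO. No explanation of that difference was tested.

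List means also differed in the interactions by camera. The basal list had a mean of 0.089 at 12 h and 0.072 at 48 h. At 48 h the differentiation list had 0.175, the SP100 family -0.24 and the proliferation list -0.047. Of these 5 only the SP100 family, with 2 genes tested, also passed with fry (adjusted p 0.0424), and none passed with an estimated correlation. No member of these lists was called in the interactions over all genes tested, with 0 of 12 basal genes at an unadjusted p under 0.05 at either time and 2 differentiation genes, 1 SP100 family gene and 2 proliferation genes at 48 h. No technical or biological explanation was tested for them.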

How the results depend on the processing

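The alternatives were set in advance, and the splits of the libraries were taken as tests only after their result was seen. SP100 kept its direction and its call at all 3 times under every alternative tried, and 0 changes of the genes picked by size or of the interferon score changed sign. With median-of-ratios scaling the mean of the PML and HIRA list in the 12 h interaction did, from -0.007 to 0.004. The same scaling exchanged which direction held more calls at 12 h in both genotypes and at 48 h in KO, each against untreated cells. It did so too from 12 to 48 h in both genotypes and for KO against WT at 0 h.

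With only the libraries of a comparison in the fit, which leaves fewer samples to estimate the spread, the counts fell to 945 genes for 48 h of interferon in KO and to 306, 213 and 250 for KO against WT at 0, 12 and 48 h. The interactions gave 6 genes at 12 h and 3 at 48 h. With a pseudocount of 0.1, which gives low untreated values more weight, the change of the interferon score was 5.60 at 12 h and 5.25 at 48 h in WT, 6.05 and 5.59 in KO, and -0.47 for KO against WT at 0 h. With median-of-ratios scaling, which shifts whole libraries, it was 4.95 at 12 h in WT and 5.24 in KO, and -0.43 and -0.54 from 12 to 48 h. The filters and the variance without a trend moved no count of a comparison by more than 1.5 times. The score does not use the filter, the fit or the block, so these alternatives give no value for it.

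Leaving out each library in turn gave 1159 (without KO replicate 1 at 0 h) to 1589 genes for 48 h of interferon in KO. For KO against WT it gave 390 (without WT replicate 2) to 580 genes at 0 h, and 311 (without WT replicate 1) to 448 at 12 h. The interactions gave 6 (without KO replicate 1 at 0 h) to 9 genes at 12 h and 7 (without WT replicate 2 at 48 h) to 11 at 48 h. The score change ranged from 4.85 to 4.90 at 12 h and from 4.505 to 4.554 at 48 h in WT, and from -0.33 to -0.28 for KO against WT at 0 h, with the extremes of all 3 set by WT replicates 3 and 1 at 0 h. Fewer samples are part of each of these fits, and no further cause was tested.

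Of the results for genes picked by their size of change, 27 lost their call in fits without a library, 5 with only the libraries of the comparison, 2 with the block and 1 each with a pseudocount of 0.1, median-of-ratios scaling and no trend. They concern the interactions of IGF2, ISG15 and DDX60 and the change of DDX60 at 0 h; the cause was not tested. Over its alternatives the adjusted limma p ran from 0.00632 to 0.132 for ISG15 at 12 h, from 0.00164 to 0.0921 for ISG15 at 48 h, and from 0.000271 to 0.229 for DDX60 at 48 h. The filter on a mean RPKM of 5 left 46 of these results with a value. The counts of 2-fold changes moved by more than 1.5 times in 9 comparisons with a pseudocount of 0.1, in 7 with that filter, and in 1 fit without a library.

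With the replicate number as a block, KO against WT gave 533, 394 and 465 genes and the interactions 7 and 9. Same-numbered libraries did not deviate together: over 45 pairs the correlation ran from -0.097 to 0.157 with a median of -0.013, and 2 pairs were over 0.1. The numbers therefore do not pair the libraries. The block put ISG15 and IGF2 at 12 h at an adjusted limma p of 0.0816. Of the interaction calls, 6 of 10 at 12 h and 9 of 11 at 48 h were shared with the fit without it.

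Absolute depth is unknown, which limits genes near 0 RPKM, such as CSAG1 in KO, to a statement of their listed values. For each of the 9 comparisons of 2 groups, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the highest other split gave 7. A share under 0.1 cannot be reached with 3 against 3 libraries.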

Other observations

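Of the tests in this part, only that of neighbouring genes was chosen before its result was seen.

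SP100 transcripts were at 50.5% of the WT level in untreated KO cells. Loss of a longer stretch of the chromosome would lower the neighbours too, but the 10 nearest tested genes had a median change of 0.018, from -0.37 to 0.23, and 0 were called. On the side after SP100, RN7SL834P, HMGB1P3 and BANF1P3 carry pseudogene symbols and say little. The remaining genes on that side, CAB39 and ITM2C, changed by 0.063 and -0.069. Reads from related genes that rise with interferon could add to the SP100 value. In untreated KO cells SP110 was at 7.76 RPKM and SP140L at 5.27 RPKM, each below SP100 at 15.1 RPKM. These levels argue against reads of SP110 and SP140L as the only source of the untreated SP100 value. At 12 h in KO, SP110 was at 96.1 RPKM, above SP100 at 89.1 RPKM. SP100 rose by 2.48 in KO at 12 h, against 2.37 in WT and 3.47 for SP110 in KO. Without read positions, a share from related genes cannot be told apart from transcripts that are made but carry a disabling edit. Such transcripts stay a hypothesis.

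Genes on chromosome 7 were slightly higher in KO. Their median change over the 597 tested genes was 0.07. Relative to the other chromosomes, the genotypes differed by 0.066. After centring within each time, all 9 KO libraries lay between 0.024 and 0.043 and all 9 WT libraries between -0.039 and -0.025. The centring sets the opposite signs, so only the separation of the genotypes carries information. The exact permutation p was 0.00025, the smallest that 8000 assignments within time can give, and 0.00575 after adjustment over 23 chromosomes. GC content and gene length left 0.064, while they moved chromosome 19 from -0.054 to -0.021. In 4 equal parts along the chromosome, the genes had medians of 0.077, 0.062, 0.066 and 0.072, so no single part carries the shift. Chromosomes 1, 3, 4, 6, 11, 18, 19, 20 and 21 also passed 0.05 after adjustment, with smaller differences of -0.057 to 0.039. A call in this test therefore does not by itself mark a change in copy number. A candidate explanation is an extra copy of chromosome 7 in part of the KO culture. DNA was not analysed here, and because each genotype is 1 line, the 9 libraries describe the line and not the loss of SP100.

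Of the 224 genes that differed in the same direction at all 3 times, 16 lie on chromosome X, 12 higher and 4 lower of 395 tested (Fisher's exact test, adjusted p 0.0129). Chromosome 17 held fewer than its share, with 2 of 764 (adjusted p 0.00886). No biological explanation was tested, and a difference between the lines cannot be separated from genotype.

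Such genes were also neighbours more often than shuffled positions give. There were 11 neighbouring pairs in the same direction, against a mean of 1.8 and at most 8 in 10000 shuffles (permutation p 1e-04, the smallest they can give). The pairs include SERINC2, TINAGL1, PEF1 and COL16A1 in a run on chromosome 1, all lower, and HOXD11 with HOXD10 on chromosome 2, both higher; they are named after their values were seen. Shared reads may account for IGF2 with an overlapping non-coding gene, and related copies for CSAG1 with MAGEA12. For the rest, changes in the regulation of short stretches in 1 line are a hypothesis that these data do not test.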
